A study of Danio rerio with 7 samples. Its data were reported in "Genomic dissection of conserved transcriptional regulation in intestinal epithelial cells" (2017).

How the data were processed

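Intestinal epithelial cells (IECs) were isolated by the authors from adult TL strain zebrafish. For each replicate, 3 washed intestines were pooled and the epithelium was shaken loose in a chelating buffer, after which part of the cells was kept for RNA and the rest was used for formaldehyde-assisted isolation of regulatory elements (FAIRE-seq), an assay of accessible chromatin. Per the labels, the series held 3 RNA-seq samples and 4 FAIRE-seq samples. Values of the FAIRE-seq samples were not analysed here. Samples were grouped by assay from their titles, and the replicate number came from the same title.

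The deposited RNA-seq values are in FPKM, a count of fragments scaled to the length of the transcript in kilobases and to the size of the library. The authors mapped paired-end reads to the Zv9 assembly with TopHat and generated FPKM values with cufflinks at default settings on Ensembl gene models. Each FPKM value was deposited with the bounds of its 95% confidence interval, also in FPKM, and with a quantification status. FPKM values are already divided by transcript length and by the mapped fragments of the library, so they are relative to the library's composition, and a transcript class that fills one library lowers every other value in it. No fragment counts were analysed here, and no count-based test was used.

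The 3 tables were joined on gene identifier and locus. Each held 32675 rows for 32570 gene identifiers, since 105 rows are further loci of an identifier listed elsewhere. Each row is called a gene or a locus below. Start positions were shifted by 1 to count from 1, after a check on 13 mitochondrial coding genes, of which 10 span whole codons if the start is counted from 0 and 0 if it is counted from 1. Gene symbols were matched exactly and without regard to capitals. Where the study's gene had more than 1 zebrafish symbol, the first symbol present in a list written before the data were examined was used, and rows sharing a symbol were summed.

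Depth was read from the intervals. Cufflinks intervals narrow with the number of fragments, so the square of 2 times a value over the distance from the value to its upper bound gives an interval-implied number of fragments. Among rows with status OK and fewer than 10 implied fragments, 51.2%, 51.0% and 50.2% in replicates 1, 2 and 3 lay within 0.05 of a whole number. The FPKM worth of 1 implied fragment, compared between replicates over loci spanning more than 1000 bp, gave the relative depth. These intervals cover counting error and the sharing of fragments between transcripts, not the variation between pools of fish.

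Values were analysed as log2(FPKM + 1), and log2 differences on this scale understate the change of low genes. A gene was counted as detected at an FPKM of at least 1 in every replicate. Concordance was the median of the 3 pairwise Pearson correlations across genes with an FPKM of at least 1 in at least 1 replicate. Levels of gene lists named by the study were given as the percentile of the list median among 10000 random lists of the same size, drawn from detected genes; list members outside that background were counted and left out. This is a description, since genes are not replicates. Anterior and ileal genes were compared by an exact two-sided permutation of gene labels across genes. Pairs of marker genes were compared within each replicate by an exact two-sided sign-flip permutation over 3 differences, for which the smallest possible p is 0.25. The share of ribosomal protein genes was the percent of summed FPKM in symbols that start with rpl or rps and a digit, or with rplp, or that read rpsa. Genes were called variable between replicates when their mean FPKM was at least 10 and some pair of replicates had intervals that did not overlap and values at least 2-fold apart. The single RNA-seq group gave no contrast between groups.

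Genes named in the text were set by a rule fixed beforehand: the genes the study's text names as IEC signature genes, regional genes, subtype markers, genes beside tested regulatory regions or genes with accessible start sites; the 10 genes with the highest mean FPKM; the 10 variable genes with the widest log2 range; and, for the closing observations, members of marker lists. Naming the gene listed as PYY (2 of 2) was chosen after seeing the data. Marker lists were compared between replicates by the median, over list genes with a mean FPKM of at least 1, of the log2 value in 1 replicate minus the mean of the others, set against 10000 lists in which each gene was replaced by 1 of the 100 genes nearest in mean expression.

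The steps that run across many genes were tested on simulated data built from 5638 real genes. With 200 genes changed 4-fold in 1 replicate, 100% of them were called variable and 0 unchanged genes were called. A list moved by 1 log2 unit was higher than all of its random lists, and 3% of unmoved lists passed the 5% mark. Of random lists set against random lists, 5.5% passed the 95th percentile. The simulated genes varied independently of each other, and in the step for variable genes the replicates differed little beyond counting error. These rates therefore do not give the share of false calls where real genes vary together.

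Alternatives fixed before the data were examined changed the detection level, the pseudocount, the gene filter, the correlation, the background, the marker, the total behind the ribosomal share, the scaling of the replicates by median-of-ratios factors, and left out each replicate in turn. Leaving out loci under 200 bp, leaving out rps6k kinases from the ribosomal share, adding a1cf and cftr to the signature list, leaving ybx1, id3 and hmgb2a out of the signature lists and using PYY (2 of 2) were added after the data were examined. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.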

Results

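The data were messenger RNA profiles of IECs from the whole adult zebrafish intestine, in 3 replicates that were each a pool of 3 fish. The study used them to ask which genes are expressed in the intestinal epithelium of several vertebrates. By the interval-implied fragments, the libraries held about 11800000, 11400000 and 17600000 fragments on annotated genes in replicates 1, 2 and 3. Relative to replicate 1, the depth was 0.907 in replicate 2 and 1.41 in replicate 3. The counting error of a gene follows the fragments on that gene, so replicate 3 is not the most precise for genes that are low in it. Of the 32675 rows, 13602, 13546 and 13783 reached an FPKM of at least 1 in replicates 1, 2 and 3. An FPKM of at least 1 in every replicate was found for 12265 rows, or 37.5% of all rows, and raising the minimum to an FPKM of 5 left 6954. A total of 9527 rows were listed at 0 in every replicate. These included all 37 mitochondrially encoded genes, so an exact 0 in these tables is reported only as listed at 0. Quantification failed for 5, 8 and 5 rows in replicates 1, 2 and 3, and 108 rows in each replicate were given as having too little data.

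Summed FPKM differed between the replicates, at 1339150, 983898 and 744029. The 4326 loci with a genomic span under 200 bp held 53.1% of the summed FPKM in replicate 1, 27.4% in replicate 2 and 9.22% in replicate 3, although they held 0.113%, 0.0227% and 0.00604% of the implied fragments. Loci spanning more than 1000 bp held 45.8%, 71.7% and 89.9%. Of the 10 rows with the highest mean FPKM, 8 spanned under 200 bp. CU278559.1 (Zv9, chromosome 4, 44020904 to 44020970), CT583728.9 (chromosome 4, 43989816 to 43989882) and CU651569.3 (chromosome 5, 4378400 to 4378466) were listed with the same values, an FPKM of 32867.8, 13851.9 and 1408 in replicates 1, 2 and 3, which rested on 27.1, 31.2 and 1.83 implied fragments. The other short rows among them were BX537263.5, BX537263.6, CT583728.14, CT956064.1 and BX548011.1. Longer loci among the 10 were apoa1a (chromosome 5, 39578958 to 39581978), with a mean FPKM of 14041.5 from at least 174990 implied fragments per replicate, and si:dkey-238c7.12 (chromosome 18, 7029382 to 7031332), with a mean FPKM of 13312.

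**Figure D1:**
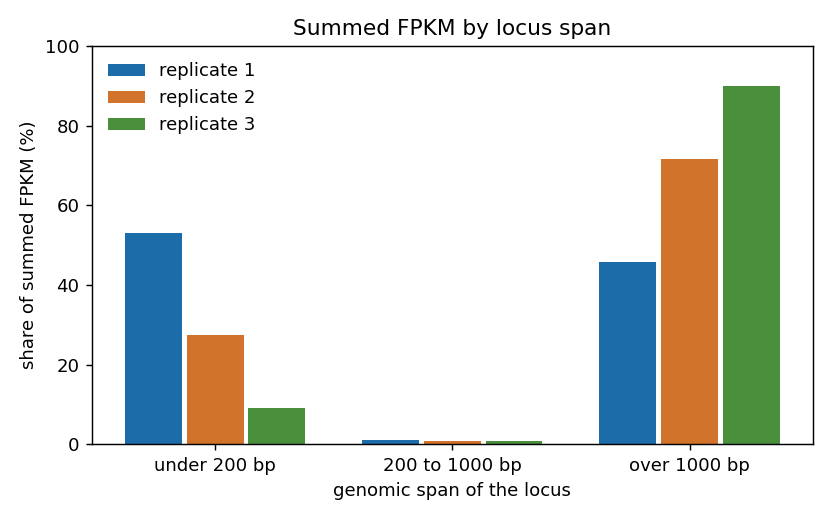
Share of summed FPKM (percent, vertical axis) held by loci of 3 classes of genomic span (horizontal axis) in each of the 3 RNA-seq replicates (bars). The share of loci under 200 bp is 53.1% in replicate 1, 27.4% in replicate 2 and 9.22% in replicate 3.

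Replicates were compared by the correlation of log2(FPKM + 1) across 15076 genes, which are not independent replicates. Pearson's r was 0.906 between replicates 1 and 2, 0.852 between replicates 1 and 3, and 0.891 between replicates 2 and 3, with a median of 0.891 ± 0.028 (SD of the 3 pairs). The alternative that moved this value most was the correlation of untransformed FPKM, with a median of 0.617. With loci under 200 bp left out, a choice made after seeing the data, the median was 0.914 over 14781 genes.

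To ask at what level genes of the study's IEC signature are seen in zebrafish IECs, 26 genes named in its text, listed before the data were examined, were set against the 12265 detected genes. Since these libraries were among those the signature was drawn from, the level is a description and not an independent test. The list holds only genes that the text singles out, some of them for very high expression. Its level therefore does not describe the full signature. Of the 26 genes, 24 were in the background. Their median was 6.05 on the log2(FPKM + 1) scale, or an FPKM of 65.3, against 3.25 for the median of random lists of that size, and it was higher than 100% of 10000 random lists. It was also above all random lists in each replicate alone, with list medians of 5.93, 6.31 and 6.10. The genes pyya and irf1a fell outside the background. Other copies, the gene listed as PYY (2 of 2) and irf1b, had a mean FPKM of 185 and 339, so these absences depend on the copy taken. The list did not hold a1cf and cftr, which the text also places among signature genes; with both added, a choice made after seeing the data, the median was 6.05 and again higher than 100% of random lists.

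The gene rbp2a (ENSDARG00000070038, chromosome 15, 5697322 to 5708818), which encodes a retinol binding protein, had an FPKM of 6314 ± 851 (SD, n = 3) and ranked 8 among loci of at least 200 bp by mean. A bile acid binding protein gene, fabp6 (ENSDARG00000044566, chromosome 21, 28787115 to 28791414), had a mean FPKM of 5215 ± 4883 (SD, n = 3) and ranked 10. Its values were 499 in replicate 1, 10250 in replicate 2 and 4895 in replicate 3, so its level differed between replicates far beyond the deposited intervals, which ran from 480.7 to 517.5 in replicate 1 and from 10160.1 to 10339.8 in replicate 2. The cadherin gene cdh17 (ENSDARG00000005112, chromosome 16, 29024966 to 29053582) had an FPKM of 438 ± 74.5 (SD, n = 3), at the 97.8th percentile of detected genes.

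**Figure D2:**
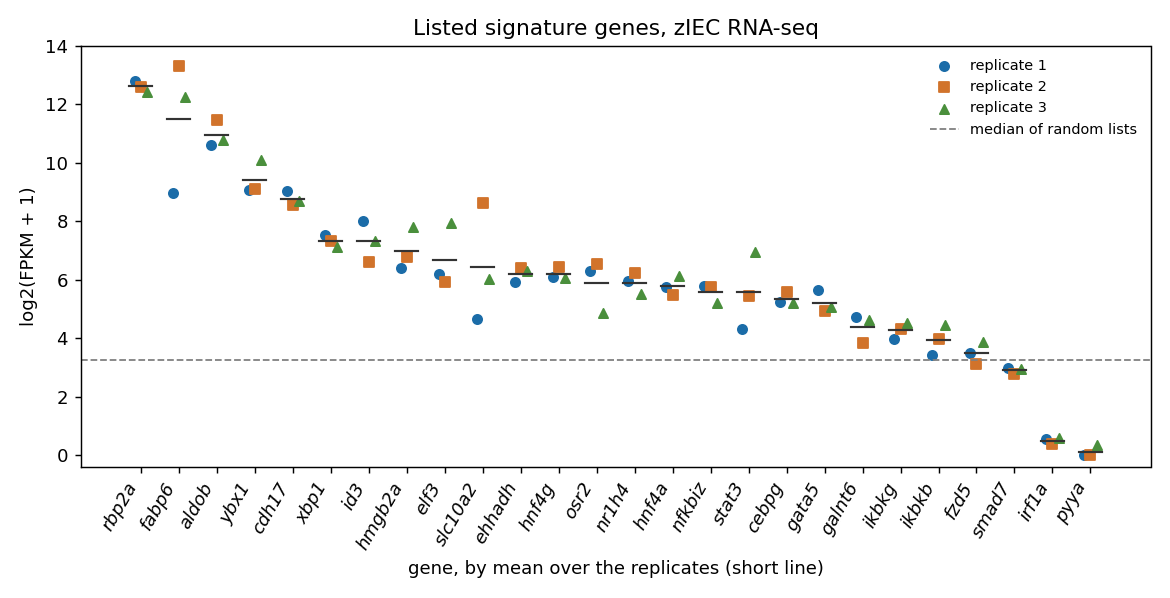
log2(FPKM + 1) (vertical axis) of the 26 listed genes named by the study (horizontal axis, ordered by mean) in replicates 1, 2 and 3 (circles, squares and triangles), with the mean as a short line and the median of random lists, 3.25, as a dashed line. The mean of rbp2a is 12.62, the 3 values of fabp6 and slc10a2 lie far apart, and irf1a and pyya lie near 0.

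Of 14 transcription factor genes that the study text names as signature genes or as high in IECs, 13 were in the background, with a median of 5.90 on the log2(FPKM + 1) scale against 3.24 for random lists. That median was higher than or equal to 99.97% of 10000 random lists. The highest was ybx1, with an FPKM of 724 ± 323 (SD, n = 3), and the lowest in the background was smad7, with 6.48 ± 0.589 (SD, n = 3). The interferon regulatory factor gene irf1a was at 0.411 ± 0.0975 (SD, n = 3), while irf1b, the other symbol listed for it, was at 339 ± 271 (SD, n = 3). Values of elf3 were 72.8, 59.0 and 247 in replicates 1, 2 and 3, and those of stat3 were 18.98, 42.6 and 122. The nuclear receptor gene nr1h4 was at 59.7 ± 14.4 (SD, n = 3).

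The pair of HNF4 genes was compared within each replicate. The FPKM of hnf4a (ENSDARG00000021494, chromosome 23, 26120028 to 26153195) was 55.1 ± 13.4 (SD, n = 3) and that of hnf4g (ENSDARG00000071565, chromosome 24, 24255734 to 24283394) was 73.1 ± 10.9 (SD, n = 3). The log2 difference of hnf4a minus hnf4g was -0.42 ± 0.52 (SD, n = 3), with values of -0.36, -0.97 and 0.08. It was smaller than its spread between replicates (exact two-sided sign-flip permutation, p = 0.5, n = 3). Quantification of hnf4g was given as failed in replicate 2, where the difference was widest.

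Markers of IEC subtypes were compared to ask how the subtypes are represented in these preparations. The goblet cell marker galnt6 (listed as GALNT6, ENSDARG00000014386, chromosome 23, 27003975 to 27025408) had an FPKM of 20.9 ± 6.75 (SD, n = 3). The enterocyte marker rbp2a exceeded it by 8.22 ± 0.51 on the log2 scale (exact two-sided sign-flip permutation, p = 0.25, the smallest that n = 3 can give). The enteroendocrine marker pyya (ENSDARG00000053449, chromosome 3, 33479219 to 33483060) was listed at 0, 0 and 0.255, and rbp2a exceeded it by 12.51 ± 0.37 (exact sign-flip permutation, p = 0.25, n = 3). Another gene listed as PYY (2 of 2) (ENSDARG00000035832, chromosome 12, 11383521 to 11394125) had an FPKM of 185 ± 47.3 (SD, n = 3), and with it the log2 difference was 5.11 ± 0.19 (SD, n = 3), so the size of this difference depended on which copy was taken. This copy was examined after seeing the data. The level of a marker transcript does not give the number of cells that carry it.

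The paralog rbp2b (ENSDARG00000093774, chromosome 2, 38720262 to 38740708) was listed at 0 in all 3 replicates. The log2 difference of rbp2a minus rbp2b was 12.62 ± 0.19 (SD, n = 3; exact sign-flip permutation, p = 0.25), a value set by rbp2a and the pseudocount.

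Genes that the study names as high in the anterior intestine and in an ileum-like section were compared, since the preparations were made from whole intestines. The median log2(FPKM + 1) of the 10 anterior genes minus that of the 5 ileal genes was -0.19, which did not differ from 0 by the exact two-sided permutation test over 3003 splits of the genes (p = 0.725). The difference changed sign between replicates. It was 0.65 in replicate 1, -1.91 in replicate 2 and -0.71 in replicate 3, with a mean of -0.66 ± 1.28 (SD, n = 3), and leaving out replicate 2 reversed the difference of the lists to 0.43. The ileal median was 7.03, 8.62 and 7.27 in replicates 1, 2 and 3, and the anterior median was 7.68, 6.71 and 6.56. All 5 ileal genes were highest in replicate 2, and 4 of the 5 had an interval in replicate 1 wholly below those of the other replicates. The bile acid transporter gene slc10a2 (chromosome 9, 28373063 to 28378241) had an FPKM of 24.2, 392 and 63.8 in replicates 1, 2 and 3. The protease gene lgmn had 201, 853 and 725, and scpep1 had 68.0, 278 and 153. The exception was tmigd1, with 129, 283 and 75.1. Of the 10 anterior genes, 7 were highest in replicate 1 and 6 were lowest in replicate 3. Values of fabp2 were 4722, 3488 and 2323, and those of enpep were 515, 331 and 171. The study places the highest zebrafish expression of fabp2 and enpep in sections that include the ileum-like one. The anterior and ileal lists therefore do not fully separate the regions.

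**Figure D3:**
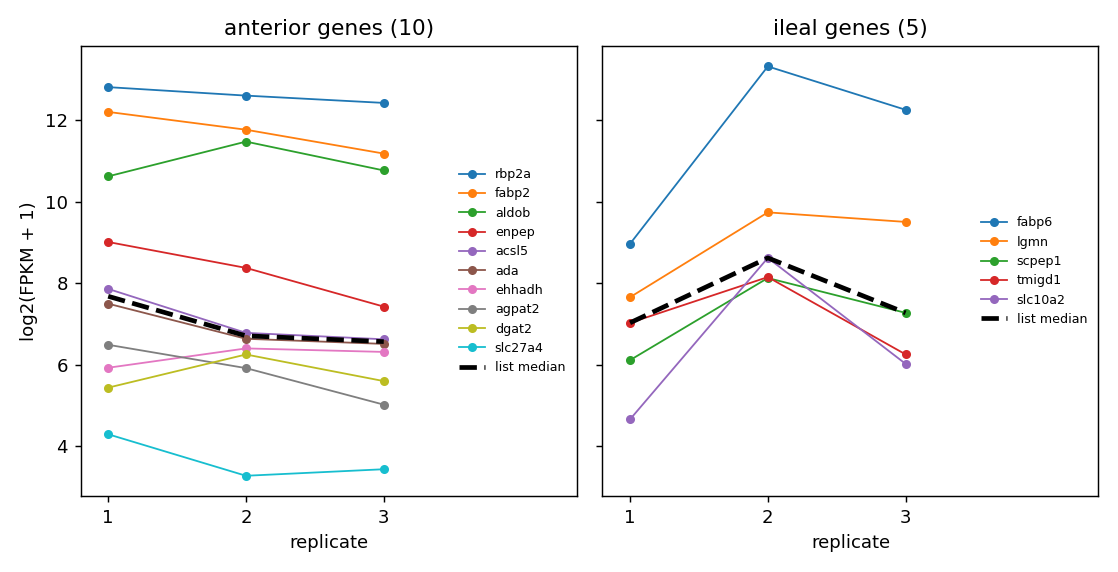
log2(FPKM + 1) (vertical axis) of the 10 anterior genes (left) and the 5 ileal genes (right) named by the study, in replicates 1, 2 and 3 (horizontal axis); each line is a gene and the dashed black line is the list median. The ileal median is 7.03, 8.62 and 7.27, and the anterior median is 7.68, 6.71 and 6.56.

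Genes beside the regions that the study tested in reporter fish were also detected. The transcriptional repressor gene her6 (ENSDARG00000006514, chromosome 6, 36329655 to 36332018) had an FPKM of 11.4 ± 4.56 (SD, n = 3), at the 57.5th percentile of detected genes. Values of nr1d1 fell from 62.0 in replicate 1 to 32.0 and 9.03 in replicates 2 and 3, whereas those of jun were 26.6, 37.8 and 88.7 and those of egr1 were 16.1, 49.0 and 58.4. Among genes named for start sites open mainly in IECs, a1cf was at 76.8 ± 25.6 and cftr at 10.8 ± 3.83 (SD, n = 3).

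Genes with ribosomal protein symbols, which the study describes as well represented in its signature, held 16.2% ± 4.37 (SD, n = 3) of the summed FPKM, with 11.2%, 18.7% and 18.8% in replicates 1, 2 and 3. The symbol rule took in 98 rows, 11 of which are rps6k kinases, and the 87 others alone held 16.2% ± 4.36 (SD, n = 3). With loci under 200 bp left out of the total, a choice made after seeing the data, the share was 23.5% ± 2.56 (SD, n = 3), with 23.9%, 25.8% and 20.7%, so the low share of replicate 1 was not kept.

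Of 5825 rows with a mean FPKM of at least 10, 2128 (36.5%) were variable between replicates, and 88 of them spanned under 200 bp. The highest value was in replicate 3 for 1179 of them, in replicate 1 for 526 and in replicate 2 for 423. Median-of-ratios factors over 13678 genes were 0.921, 0.951 and 1.17, a shift of 0.32 on the log2 scale for replicate 3 against the mean of the others. After rescaling by these factors, 1851 rows were variable, 1604 of them variable before rescaling as well. Among the study's named genes, 22 of the 39 tested were variable, including fabp6, slc10a2, elf3, stat3 and nr1d1. The widest range was that of ENSDARG00000055447 (listed under a clone-based symbol, chromosome 8, 36288188 to 36289984), with an FPKM of 150 and 584 in replicates 1 and 2 and listed at 0 in replicate 3. The neighbouring ENSDARG00000055441 (also under a clone-based symbol, chromosome 8, 36283500 to 36286998) had 138, 425 and 0. In si:dkeyp-1h4.9 (ENSDARG00000094719, chromosome 18, 7032704 to 7035514), values rose from 2.24 in replicate 1 to 619 and 1430. The cytochrome gene cyp2k6 (ENSDARG00000038371, chromosome 3, 12440711 to 12450736) had 82.1, 327 and 0.120. The remaining 6 of the 10 widest were loci listed as U1 or 5_8S_rRNA with spans of 165 and 154 bp, all highest in replicate 1.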

Values the study reported

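The study reported 470 IEC signature genes, drawn from 4,248 orthologs with detectable mRNA. It reported 493 genes with high expression in the anterior zebrafish intestine.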

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

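A total of 11 results were recomputed, each under its own alternatives. This gave 75 combinations of a result and an alternative, 64 of them fixed before the data were examined and 11 added afterwards. No paired analysis was possible because the groups that share replicate numbers are different assays, FAIRE-seq values were not analysed here, and no comparison between groups was made.

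The number of detected genes was 6954 at a minimum FPKM of 5, and stayed within 1.5 times of 12265 under the other alternatives. The median correlation between replicates was 0.839 at a pseudocount of 0.1, 0.950 over all genes, 0.801 over genes with a mean FPKM of at least 10 and 0.617 for untransformed FPKM, and ranged from 0.845 to 0.900 when each replicate was left out. The causes of these shifts were not tested. The signature gene percentile was 100 under each alternative, including those that left out a replicate, and is saturated, so this shows no stability of the level itself. The transcription factor percentile was 100 with all listed genes as background, 99.99 with summed co-orthologs, 99.99 with loci under 200 bp left out and 99.96 without ybx1, id3 and hmgb2a, and ran from 100 to 100 when a replicate was left out.

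The anterior minus ileal difference reversed to 0.43 without replicate 2 and ranged from -1.06 to 0.43 across the fits that each left out a replicate; none of the alternatives passed the threshold of 0.05. The enterocyte minus enteroendocrine difference was 15.33 at a pseudocount of 0.1, 11.41 with fabp6 as the enterocyte marker and 5.11 with PYY (2 of 2). The rbp2a minus rbp2b difference was 15.94 at a pseudocount of 0.1. Both pseudocount shifts follow from a gene listed at or near 0, whose log value is the pseudocount. The enterocyte minus goblet difference was 7.12 with fabp6, whose mean of 11.52 on the log2 scale is below the 12.62 of rbp2a; the difference was 4.23 in replicate 1 against 9.50 and 7.62 in the others. The hnf4a minus hnf4g difference moved by less than its SD of 0.52 between replicates under each alternative.

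The ribosomal protein share was 23.5% with loci under 200 bp left out of the total. The number of variable genes was 5190 at a mean FPKM of at least 1, 705 at 50, and 5280 with no minimum fold, and ranged from 809 to 1527 when a replicate was left out, which also leaves fewer pairs in which a gene can be called. Depth limits the rows that rest on a few fragments: a value from 1.83 implied fragments cannot be told from 0 by its interval.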

Other observations

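Tests on lists of absorptive vacuole genes, further anterior genes and bile acid receptor targets were set after the ileal pattern had been seen but before those genes were looked up, except for 1 anterior gene already seen; all other tests below were chosen after the results they bear on were seen. Shifts between replicates were computed for 12 lists, or 36 list and replicate combinations, of which 21 lay in the outer 5% of matched random lists, counted over both sides, so single shifts past that mark carry little weight in these data. The replicates were not groups of a design, and no biological explanation was tested against a labelled condition.

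The ileal genes were lower in replicate 1 than in the others, with a median shift of -1.97 on the log2 scale. Their shift was 1.51 in replicate 2, with 0.02% of random lists as high, and 0.15 in replicate 3. Replicate 2 therefore stood apart as well. Rescaling the replicates by median-of-ratios factors left a shift of -1.77 in replicate 1. There, 4 of the 5 genes had intervals wholly below both others, so neither scaling nor counting error accounts for the low values in replicate 1. A list of 16 genes for endocytic uptake and lysosomal digestion was lower in replicate 1 by a median shift of -1.21, with 15 of 16 genes lowest there, and 0 percent of 10000 matched random lists were as low (segment content of the pooled intestines). Where along the intestine the genes of this list are expressed was not tested here. Its shift was 0.65 in replicate 2 and 0.79 in replicate 3, with 9 of the 16 genes highest in replicate 2 and 7 in replicate 3. After rescaling, its shifts there were 0.78 and 0.47, against 1.64 and -0.17 for the ileal genes. Whether it shared the order of the ileal genes in replicates 2 and 3 therefore depended on the scaling. Proliferation genes had a low shift in replicate 1 too, by -1.32 with 0% of random lists as low. Their shift was also low in replicate 2, by -0.74 with 0.01% as low. In replicate 1, the erythrocyte list, with 4 genes used, was low by -1.26 with 0.32%, and the immediate early and stress list by -0.61 with 0.25%. These lists were highest in replicate 3, which by itself lowers their shifts in replicate 1. Anterior, exocrine pancreas and hepatocyte lists were high in replicate 1. A low shift in replicate 1 is therefore not specific to absorptive genes. For the lists highest in replicate 3, it is not separate evidence of low values in replicate 1. A second list of 14 anterior genes was higher in replicate 1 by 0.64, as high as 0.16% of random lists. Targets of the bile acid receptor, of which only 3 could be used, were not lower in replicate 1, with 84.95% of random lists as low. They were higher in replicate 2, by 0.72 with 2.04% of random lists as high, where the ileal genes were highest too, so receptor activity is not excluded for replicate 2. A candidate explanation for the low values in replicate 1 is that its pool held segments of the intestine in other proportions than the others did. Uneven recovery during dissection and shaking, a difference between the fish pooled, a library batch and a mislabelled sample were not tested and cannot be told apart here.

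Loci under 200 bp held most of the summed FPKM in replicate 1. For spans up to 100 bp, the FPKM per implied fragment multiplied by span and depth had a median of 242, 112 and 288 in replicates 1, 2 and 3, against 1.08, 1.21 and 1.14 at spans of 500 to 1000 bp, so a few fragments give very large values on such loci. This factor was highest in replicate 3, where the short-locus share was lowest, so it does not by itself order the replicates. Within 10 kb of the 14 rows listed as 5_8S_rRNA lay 74 of the 4326 short loci, and these held 93.6% of the short-locus FPKM in replicate 1, 92.1% in replicate 2 and 44.8% in replicate 3. The 5_8S_rRNA rows themselves held 9166, 227 and 53.0 implied fragments, but only 41790 of the 711684 short-locus FPKM in replicate 1. The other short loci held 4227, 2349 and 1008 implied fragments. For CT583728.9 and the rows that share its values, replicate 2 held more implied fragments than replicate 1, 31.2 against 27.1, at a lower FPKM. Depth does not order the replicates this way, since replicates 1 and 2 are close in depth yet differ by 25.8 percentage points in the short-locus share. The excess may come from fragments of ribosomal RNA inflated by the length correction. Between replicates 1 and 2, the FPKM given per fragment differs in such rows, so unequal amounts of ribosomal RNA do not account for the whole gap, and the cause of that difference was not tested. Shares of summed FPKM in these tables depend on whether loci under 200 bp are counted.

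All 11 proliferation genes that could be used were highest in replicate 3, with a median shift of 2.21 on the log2 scale and 1.92 after rescaling. Values of pcna were 31.1, 71.8 and 187 in replicates 1, 2 and 3, and those of cdk1 were 5.71, 7.76 and 41.9. The leukocyte list as a whole did not shift with them, as 81.3% of matched random lists had as high a shift in replicate 3. Of its 14 genes, 6 were highest in replicate 3, 6 in replicate 2 and 2 in replicate 1. Single genes moved widely, as mpx had 44.9, 6.69 and 224 in replicates 1, 2 and 3, and ighm had 6.21, 28.2 and 5.13. The list median therefore does not exclude a change in 1 kind of leukocyte. Other lists rose in replicate 3. The erythrocyte list, of which only 4 of 13 genes could be used, rose by 1.56 with 0.14% of random lists as high, or by 1.24 after rescaling. Among these genes, cahz went the other way, with 3.95, 3.63 and 2.98 in replicates 1, 2 and 3. The immediate early and stress list rose by 0.77 with 0.17% as high, or by 0.46 after rescaling. The list for endocytic uptake and lysosomal digestion rose by 0.79 with 0.14% as high, or by 0.47 after rescaling. Its low values in replicate 1 also raise this shift. A rise in replicate 3 is therefore not specific to proliferation genes. More dividing cells in the pool of replicate 3 may contribute, but whether these shifts share a cause was not tested, and recovery of cells, fish and library batch were not tested either.

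All 12 exocrine pancreas genes that could be used were highest in replicate 1 and lowest in replicate 3, with a median shift of 2.56 in replicate 1 and 2.73 after rescaling. Values of ctrb1 were 283, 64.8 and 19.5. Pancreatic tissue attached to the dissected intestines could give this order, and so could more anterior intestine. Of the 2 anterior lists, 1 fell from replicate 1 to 2 to 3 in the same order, from 0.83 to -0.45 against 2.56 to -2.42 for the pancreas list. The other fell in that order only after rescaling, with shifts of 0.64, -0.31 and -0.23 before and 0.84, -0.18 and -0.56 after. The hepatocyte list, with 7 genes used, was also high in replicate 1, by 0.57 with 0.42% of random lists as high. It was lowest in replicate 2, with -0.75 against -0.21 in replicate 3, so it did not share the order of the pancreas list. A shared order over 3 replicates cannot separate the explanations, so the source of the pattern is left open.

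The neighbouring loci ENSDARG00000055447 and ENSDARG00000055441 were both listed at 0 in replicate 3 despite FPKM values above 100 in the others, which no test here addressed.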
